A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

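Genomic DNA from tail tissue of the 8 mice of family 20mGyV was compared with DNA of a reference male mouse by array comparative genomic hybridization (array CGH), in which both DNAs, labelled with the dyes Cy3 and Cy5, bind to the same probes and the ratio of their signals follows the ratio of their copy numbers. The family consisted of a sire (20mGyVM), a dam (20mGyVF) and 6 offspring (20mGyV1 to 20mGyV6). Each mouse was hybridized on 2 arrays with the dyes exchanged between mouse and reference, which makes 16 arrays. The mouse and its role were taken from the sample labels. The title of the series and the study's methods have the sire exposed to gamma-rays at 20 mGy per day for 400 days, whereas the design text of the series calls the same male non-irradiated. The study lists 20mGyV1, 20mGyV4 and 20mGyV6 in its irradiated group. With a single family no irradiation group could be used as a factor under either label. No family of a non-irradiated sire was analysed here.

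The array was the study's second screening array, on which probes lie close together around positions that had passed a first array CGH. It held 164677 probe sequences, of which 164626 were autosomal, 48 were on X and 3 were on Y. The median distance between the starts of neighbouring autosomal probes was 87.0 bp. Because the positions had been preselected, counts on this array describe those positions and not the whole genome. Probe positions are given as the files give them, on mouse build mm9.

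Per the file headers, the arrays were read with Feature Extraction 10.7.1.1. The deposited log10 ratio of red (Cy5) to green (Cy3) came from processed intensity values that the software had background-subtracted and linearly dye-normalized within each array. The deposited series value table held log2 ratios of reference to mouse. On 9 arrays it differed from the scanner values by no more than a constant (SD of the difference 0.01 or less), and on 7 it differed by more, so it served as an alternative only. Its 164674 entries were matched by probe name.

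The log10 ratio was turned to log2 of mouse over reference on every array, spots with an outlier flag were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. No loess or quantile normalization was applied, since copy number changes carry the signal. Both arrays of a mouse counted as 1 replicate, so that there was 1 sire, 1 dam and 6 offspring. Between 98.6% and 99.8% of the spots of an array were well above background in both channels, and no spot was saturated. The software's derivative SD of the log ratio lay between 0.111 and 0.167. It passed 9 arrays and marked 7 for evaluation. The number of arrays per mouse limits the precision.

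A probe counted as lost in a mouse when its log2 ratio was below -0.5 in both dye orientations with another such probe within 3 probe positions, and as gained likewise above 0.5. It was de novo in an offspring when neither parent passed the same threshold in both orientations. De novo probes within 3 probe positions and 10000 bp were joined to regions, and a region needed 2 or more probes. The rule gives no p-value. The named regions were those with 5 or more positive probes, at most 10, in order of the number of positive probes. Ties, for which the rule had set nothing, were ordered by the chromosome name as text and then by start. For each, the mean log2 ratio of the carrier was set against the other 7 mice with a two-sided exact permutation test, which cannot go below p = 0.125 with 8 mice.

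The probe-by-probe comparison with the parents used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the dye-swap mean of each mouse, with a separate fit for each offspring. A fit held all 8 mice as 3 groups, namely the offspring tested, the 2 parents and the other 5 offspring, and the single mouse was assumed to vary like the others. The adjusted p is Benjamini-Hochberg over 164241 autosomal probes with a value in every mouse, with a limit of 0.05. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

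Both procedures were tested on simulated data. Of losses of 0.9 log2 units planted in the arrays of 20mGyV2, the threshold rule found 45 of 50 that covered 2 probes and 50 of 50 at each larger size (5, 10 and 50 probes), with 0 calls elsewhere. Of gains of 0.6 log2 units it found 24 of 50 that covered 2 probes, 35 of 50 at 5 probes, 48 of 50 at 10 probes and 50 of 50 at 50 probes, with 7 calls elsewhere, as many as in the same arrays with nothing planted. For the limma comparison on 164626 simulated probes, 126 of 200 probes lowered by 0.9 were recovered with 5 false calls, and 0 of 200 probes raised by 0.6 were recovered. The probe test therefore had little power for gains, while its median estimate of the planted gain was 0.59. Both planted sizes were larger than the arrays gave for a single copy. The loss stretches described below averaged -0.76 in 20mGyV1, -0.77 in 20mGyV4 and -0.76 in 20mGyV6. On the scale of the 20mGyV6 loss, 3 copies against 2 would give 0.44, which is below the threshold of the calls. The recovered shares therefore probably overstate the sensitivity for changes of a single copy.

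The alternatives fixed before the data were examined were thresholds of 0.8 and 0.4, the mean of both orientations, directly adjacent probes only, joining within 50000 bp, a difference of 0.5 from each parent, leaving out the sire or the dam, normexp background correction (offset 50), no centring, only probes well above background on every array, the series value table, the slide as a random block, the other 7 mice as 1 group, 1 dye orientation only, and a minimum change of 0.5. The slide correlation was estimated on every 50th probe (3285 probes). Normexp was run on the median spot signals and the median background, because the mean signal was not used here. Joining with no limit on probe positions and a gain threshold of 0.3 were chosen after seeing the data. A correction for GC content was not run, since it needs probe sequences.

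The array was designed on mm9 and the genome used here for sequence matching was GRCm38 with GENCODE M21. Coordinates were not converted, so no genes were assigned to the regions. To look for copies of autosomal sequence on the sex chromosomes, unmasked 200-base tiles, 50 bases apart, of GRCm38 chromosome 3 were aligned to Y and those of chromosome 8 to X with minimap2, counting alignments of 150 bases or more with at least 90% identity in windows of 10000 bp. A window with 20 or more matching tiles was called dense.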

Results

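The family 20mGyV was examined by the second array CGH in order to find copy number changes that were present in an offspring (F1) mouse and absent from its sire and dam. The data were 16 arrays from 8 mice, with each mouse measured in both dye orientations against the same reference male mouse. Single mice carry the comparison, and there was no second family in these data. The 2 parents shared slide 1, 20mGyV1 and 20mGyV2 shared slide 2, 20mGyV3 and 20mGyV4 shared slide 3, and 20mGyV5 and 20mGyV6 shared slide 4. Parents and offspring were thus on different slides, and slide and generation cannot be told apart.

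The dye-dependent part of the log2 ratios spread more over probes than the dye-swap mean in every mouse but the dam. Across autosomal probes, which are not independent replicates, the log2 ratios of the orientations of a mouse, both turned to mouse over reference, correlated negatively in 7 mice, with r from -0.66 in 20mGyV3 to -0.10 in the sire. In the dam r was 0.49. The dye-dependent part had an SD between 0.127 and 0.170 over probes, and the dye-swap mean had an SD between 0.0773 in 20mGyV3 and 0.218 in the dam. A call needed both orientations past the threshold.

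The sex-linked probes were used as a check of the labels. The sire had a median log2 ratio of 0.01 on the 48 X probes and -0.08 on the 3 Y probes. The dam had 0.91 on X and -2.69 on Y. The offspring have no sex in the labels and are given singly. The median log2 ratio on X was 0.02 in 20mGyV1, 0.03 in 20mGyV2, -0.02 in 20mGyV3, 0.88 in 20mGyV4, 0.88 in 20mGyV5 and 0.89 in 20mGyV6. The median log2 ratio on Y was -0.02 in 20mGyV1, -0.04 in 20mGyV2, -0.04 in 20mGyV3, -1.90 in 20mGyV4, -1.80 in 20mGyV5 and -1.83 in 20mGyV6. Normexp correction moved the Y value of the dam most, to -1.24.

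Against the reference, 55 loss regions were called over the 8 mice. There were 2 in the sire, 5 in the dam, 5 in 20mGyV1, 11 in 20mGyV4, 7 in 20mGyV5 and 25 in 20mGyV6, and 0 in 20mGyV2 and 20mGyV3. The threshold of 0.4 gave 100 such regions. Gain regions against the reference numbered 498, of which 186 were in the dam, 80 in the sire and 2 in 20mGyV6. Of the dam's, 120 were private to it, and 0 of these held 5 or more probes. The probes called as gained in the dam and not in the sire, outside the stretches on chromosomes 4 and 8, had a median reference signal at the 3.78th percentile of all autosomal probes.

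The comparison of each offspring with its parents gave 31 de novo loss regions, of which 22 held 5 or more positive probes. The regions of that size lay in 3 of the 6 offspring, with 16 in 20mGyV6, 5 in 20mGyV1 and 1 in 20mGyV4. The other 9 regions consisted of 8 with 2 probes and 1 with 4 probes. No de novo loss region was called in 20mGyV2 or 20mGyV3. The count depended most on how positive probes were joined, and it was 138 when only directly adjacent probes counted. Set against the sire alone, without the dam, the offspring had 48 loss regions. With joining limited by distance alone, an alternative chosen after seeing the data, 3 regions of 5 or more probes remained.

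These 3 joined stretches, each in 1 offspring and chosen after their values were seen, lay on chromosomes 2, 11 and 10 of mm9. In 20mGyV6 the stretch ran from position 45461130 to 45537023 on chromosome 2 (75894 bp) and held 522 positive probes of 712. Its mean log2 ratio was -0.76 in 20mGyV6 and -0.00027 ± 0.017 in the other mice (SD, n = 7). In 20mGyV1 the stretch ran from position 111622834 to 111645133 on chromosome 11 (22300 bp) with 155 positive probes of 202. Its mean log2 ratio was -0.76 in 20mGyV1 and 0.0013 ± 0.011 in the other mice (SD, n = 7). In 20mGyV4 the stretch ran from position 107270130 to 107279554 on chromosome 10 (9425 bp) with 51 positive probes of 70. Its mean log2 ratio was -0.77 in 20mGyV4 and -0.0051 ± 0.019 in the other mice (SD, n = 7). Each difference was many times the spread between the other mice, and the two-sided exact permutation test gave p = 0.125 for each, the smallest value that 8 mice allow. Normexp correction weakened these levels most, to -0.60, -0.68 and -0.64.

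**Figure D1:**
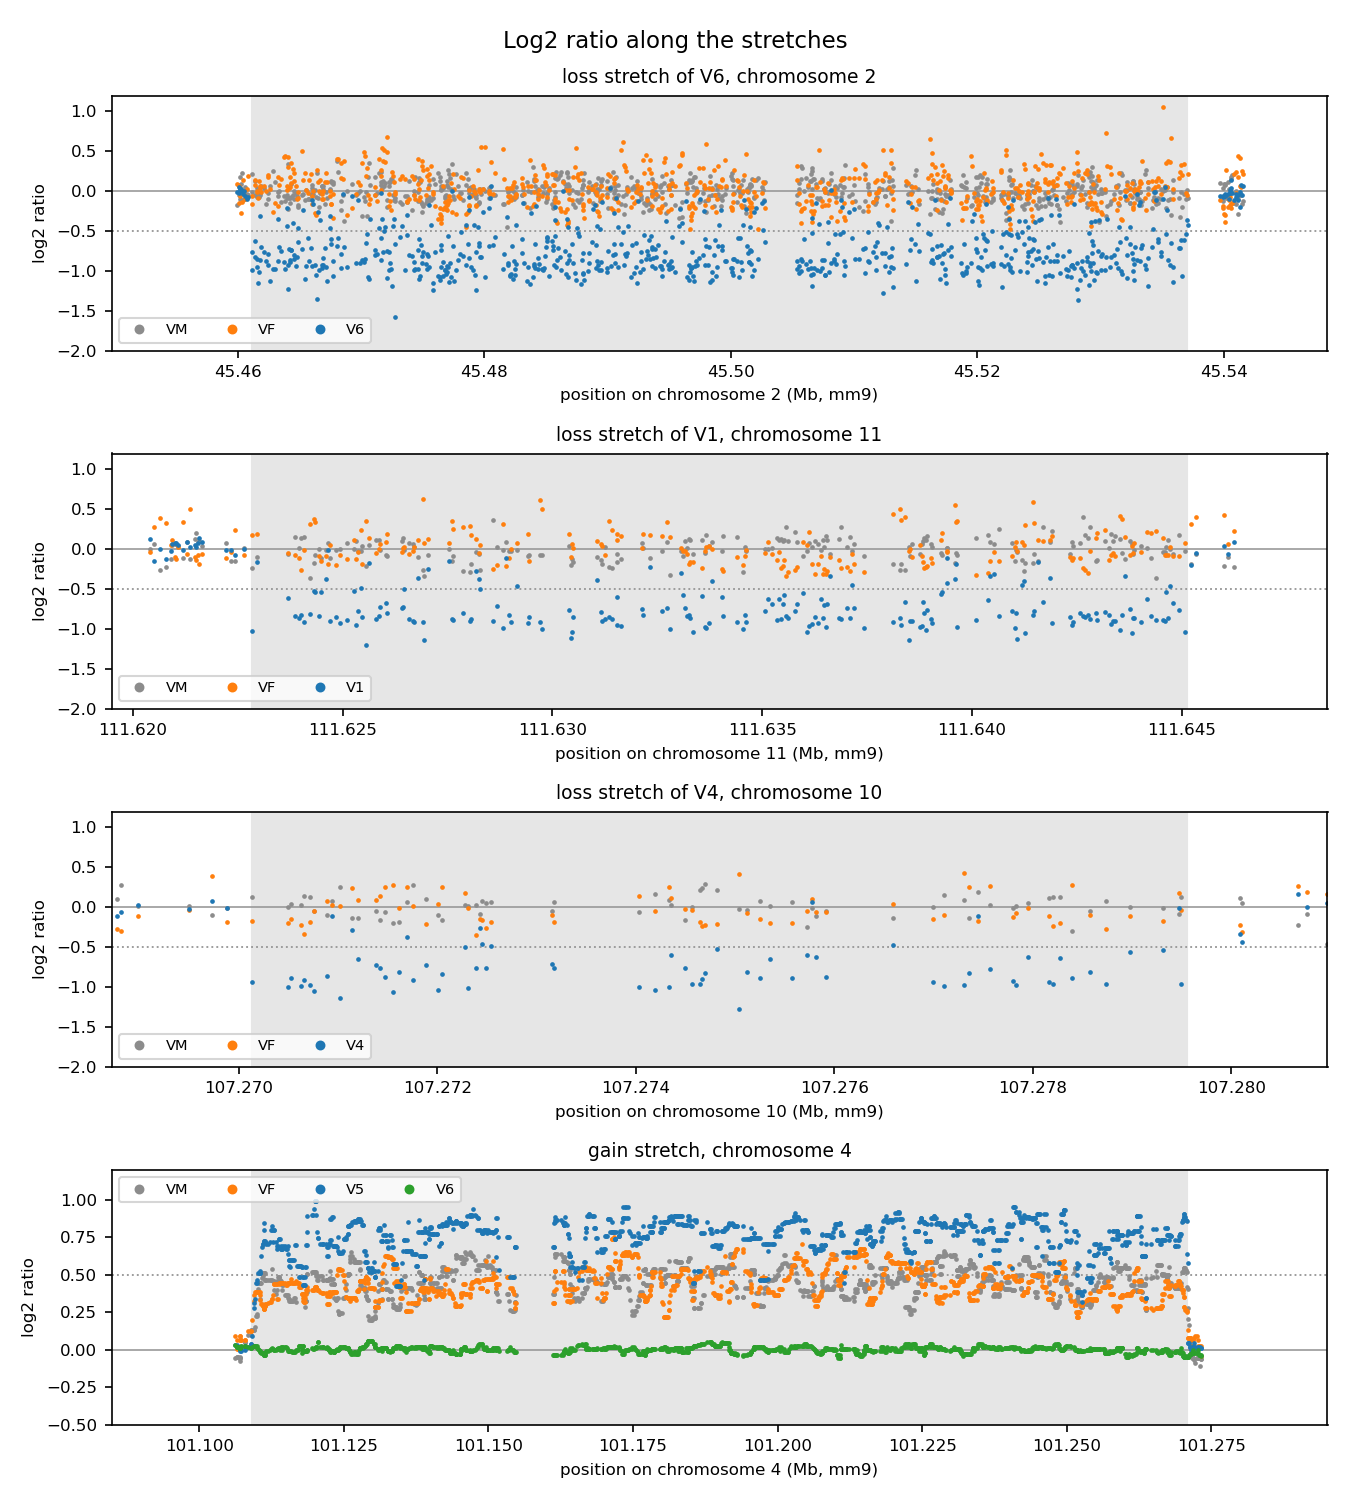
Log2 ratio of mouse to reference (vertical axis, dye-swap mean) against position (horizontal axis, Mb on mm9) for the 3 loss stretches and the chromosome 4 gain stretch, which is shaded in each panel and has the threshold of the calls as a dotted line. Points are single probes in the loss panels and running medians over 15 probes in the gain panel; the carriers of the losses lie near -0.76 inside the shading while the sire (VM) and the dam (VF) lie near 0, and in the gain panel V5 lies above both parents while V6 lies near 0.

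The level began and ended within short distances. In 20mGyV6 the nearest probes outside the stretch ended at 45460911 and started at 45537042, and the 20 probes on either side averaged -0.02 and -0.08. In 20mGyV1 they ended at 111622699 and started at 111645220, and the flanks averaged 0.02 and -0.02. In 20mGyV4 they ended at 107269928 and started at 107280085, and the flanks averaged -0.04 and -0.05.

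By the rule fixed beforehand, the named regions were the 10 with the most positive probes, all of them losses within these stretches. They comprised 7 in 20mGyV6, 2 in 20mGyV1 and 1 in 20mGyV4. The last 2 places went to regions of 31 positive probes that were tied with another region of 20mGyV6, at 45502783 on chromosome 2, which had -0.92 and an SD of 0.072 between the other 7 mice. The one with the most positive probes (81) was in 20mGyV6 on chromosome 2 from 45523986 to 45532993, with a mean log2 ratio of -0.91 over its positive probes. The next, with 79 positive probes, was in 20mGyV1 on chromosome 11 from 111628590 to 111639106, with -0.86. The region of 20mGyV4 on chromosome 10 ran from 107270130 to 107278798 and held 50 positive probes, with -0.89. Over all 10 the carrier's level was between -0.92 and -0.86, and the SD of the other 7 mice was at most 0.050. The exact permutation p was 0.125 for each.

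The 8 loss regions of 2 probes outside the stretches fell at 3 positions, which are named here after their values were seen. They began at 18817154 and 126944817 on chromosome 7 and at 77817425 on chromosome 13. The mean log2 ratio of 20mGyV4, 20mGyV5 and 20mGyV6 lay between -1.65 and -0.86 at these positions, so each was shared by several offspring. The dam had -0.44, -0.39 and -0.21 there, short of the threshold. The sire and 20mGyV1 to 20mGyV3 lay between -0.14 and 0.12, so the low values were in the mice with high X and low Y log2 ratios.

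For gains, 103 de novo regions were called, of which 18 held 5 or more positive probes, all in 20mGyV5. The count per offspring was 84 in 20mGyV5, 9 in 20mGyV1, 7 in 20mGyV2, 2 in 20mGyV3, 1 in 20mGyV4 and 0 in 20mGyV6. All but 1 of the 103 lay in a single stretch of chromosome 4, from 101109089 to 101270832, with 1356 probes, which was chosen after its values were seen. The exception was a region of 2 probes in 20mGyV5 on chromosome 6, from 25696261 to 25696323. Its mean log2 ratio was 0.73 in 20mGyV5, 0.75 in 20mGyV4 and 0.59 in 20mGyV6, so these offspring shared the raised level. It was 0.11 in the sire, 0.16 in the dam, 0.15 in 20mGyV3 and -0.07 in 20mGyV2, with 20mGyV1 in between at 0.30. The mean log2 ratio over the chromosome 4 stretch was 0.45 in the sire, 0.45 in the dam, 0.43 in 20mGyV1, 0.44 in 20mGyV2, 0.40 in 20mGyV3, 0.39 in 20mGyV4, 0.70 in 20mGyV5 and 0.00 in 20mGyV6. Both parents were thus raised over the same stretch, slightly below the threshold of 0.5. When a difference of 0.5 from each parent was also asked for, 1 de novo gain region was left and 0 with 5 or more probes. Without the sire the de novo gain regions numbered 218, and without the dam 165. The two-sided exact permutation p for 20mGyV5 over the stretch was 0.25.

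**Figure D2:**
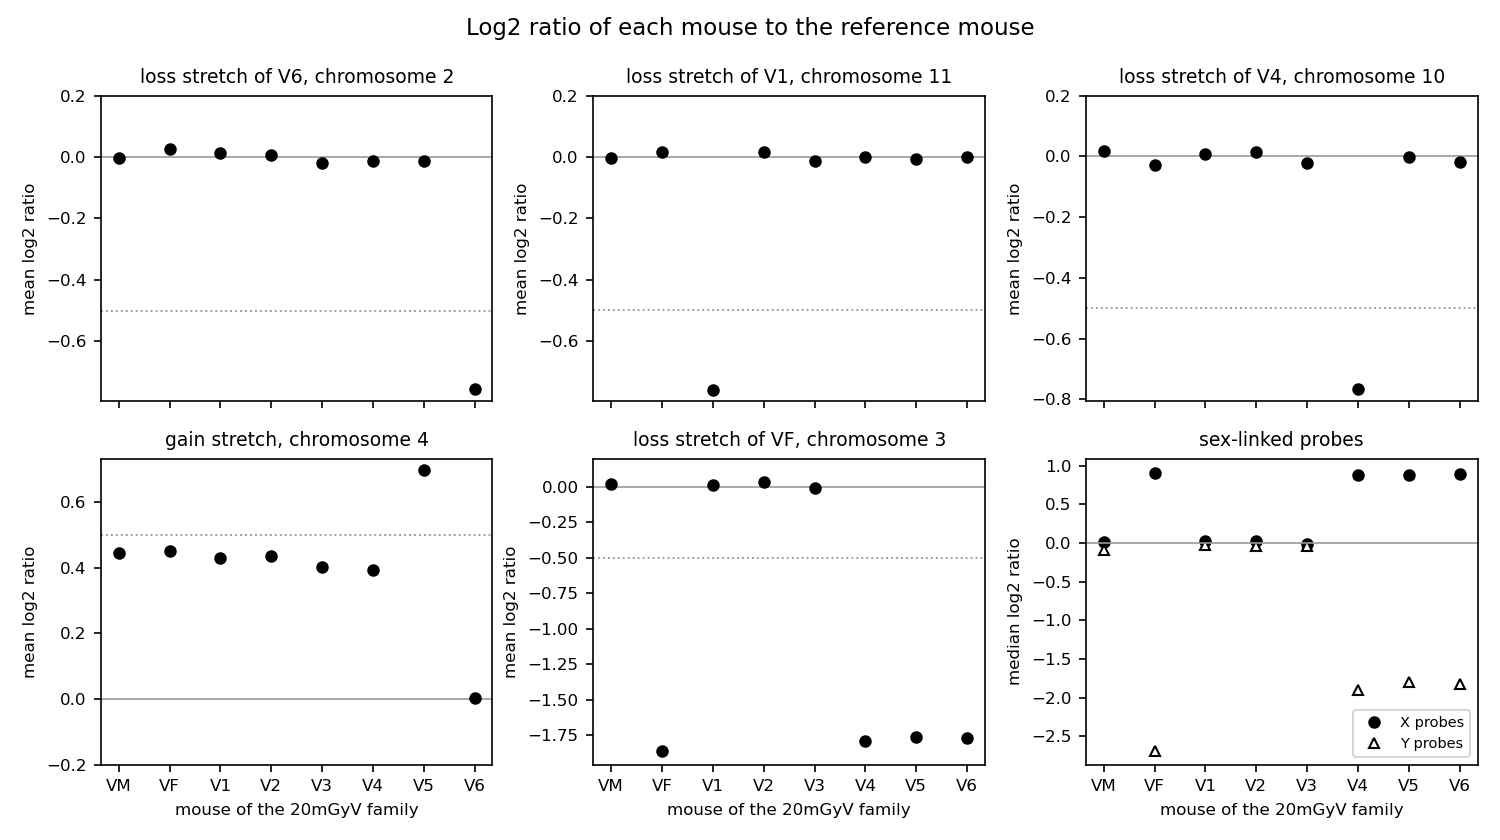
Log2 ratio of each mouse to the reference mouse (vertical axes) for the sire (VM), the dam (VF) and offspring V1 to V6 (horizontal axes), as the mean over the probes of 5 stretches and, in the last panel, the median over the X and Y probes. Points are dye-swap means of single mice and dotted lines are the threshold of the calls; in each of the 3 upper panels 1 offspring lies near -0.76 and the other 7 mice near 0.

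Probe by probe, limma found 353 probes lower in an offspring than in its parents (adjusted p below 0.05), of which 312 were in 20mGyV6 and 41 in 20mGyV1. In 20mGyV6, 305 of the 312 lay in its chromosome 2 stretch, and in 20mGyV1, 39 of the 41 lay in its chromosome 11 stretch. No probe was called in 20mGyV4, where the smallest adjusted p was 0.0587 and the median change over its stretch was -0.82. This depended on the fit, as 12 probes were lower in 20mGyV4 with the slide as a random block (whose estimated correlation was negative, -0.39), 28 against the other 7 mice as 1 group, 5 with the mouse in Cy5 only, and 32 without the sire or without the dam. No probe was higher than in the parents after adjustment, with 5756 at an unadjusted p below 0.05 over the 6 fits of 164241 probes each. On simulated data the fit recovered 0 of 200 probes raised by 0.6. Leaving out the sire moved these counts most, to 33756 lower and 31433 higher, and leaving out the dam gave 668 lower and 59 higher.

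Loss regions private to a mouse, called in it and in none of the other 7, were counted in the parents and the offspring by the same rule. The sire had 2 and the dam 3, and no parent had one with 5 or more probes. The offspring had 23, with 17 in 20mGyV6, 5 in 20mGyV1 and 1 in 20mGyV4. Most of these were parts of the 3 joined stretches, so the 23 do not count separate events. The parents' 5 became 44 at the threshold of 0.4 and 0 after normexp correction.

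A single loss region with 5 or more probes was present in exactly 1 parent, the dam. Joined by distance alone it covered chromosome 3 from 25416456 to 25455371 with 138 positive probes of 142. Its mean log2 ratio was -1.86 in the dam, 0.02 in the sire, 0.02 in 20mGyV1, 0.04 in 20mGyV2, -0.01 in 20mGyV3, -1.79 in 20mGyV4, -1.76 in 20mGyV5 and -1.77 in 20mGyV6. It was found in 3 of the 6 offspring, a share of 50% (exact Clopper-Pearson 95% interval 11.8% to 88.2%, for counting error only). The mice with this loss were those with low Y and high X log2 ratios.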

Values the study reported

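For this family the study listed no de novo duplication. It listed a deletion in each of several F1 mice, with positions on GRCm38. In 20mGyV6 it listed a deletion of 75,893 bp on Chr2 at 45,606,923–45,682,816, in 20mGyV1 one of 22,299 bp on Chr11 at 111,762,690–111,784,989, and in 20mGyV4 one of 9424 bp on Chr10 at 107,833,661–107,843,085 that involved Otogl. Each had more than 50 positive probes in its second array CGH. The study reports that quantitative PCR (qPCR) bore out each of these deletions. Over all families, the study found de novo deletions in 11 of 156 F1 mice (7.1%) of the non-irradiated group and in 29 of 142 (20.4%) of the irradiated group, a 2.9-fold increase. The mice counted were those whose deletions qPCR bore out.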

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

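All tests in this part were chosen after the results were seen, except the test of the probes between calls, the test along the chromosome 4 stretch and the test of the small gain calls. Among 19 measures over the 6 offspring, 9 had a mouse far from the other 5 by Dixon's criterion, where chance gives about 1 in 20. The measures are not independent, because most of them count the same stretches, and the stretches had been chosen for their low levels.

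20mGyV6 stood apart with 20 de novo loss regions, 16 of them with 5 or more probes, with 17 private loss regions and with 312 probes lower than in the parents. Most of these are parts of the chromosome 2 stretch. A candidate explanation for the high number is that 1 loss was broken up by probes that scatter across the threshold. The 256 probes inside the 3 stretches that the rule did not call averaged -0.39, and 97.7% of them were below 0, where separate small losses would have left them near 0. The number of regions per mouse is therefore a poor measure of the number of events, and it follows the length of the stretch.

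Each carrier was the lowest of the offspring over its own stretch, with -0.76 for 20mGyV6, -0.76 for 20mGyV1 and -0.77 for 20mGyV4. An effect of 1 dye orientation is argued against by the weakest single orientation, which was still at -0.70. An effect of the slide is argued against by the other mouse of the slide, whose level farthest from 0 was -0.023. Noisy or dim probes would disturb other mice as well, and the value farthest from 0 among the other 7 mice was -0.030. What stays open from the arrays alone is a loss of DNA in these offspring, present in neither parent's tail DNA. The study's qPCR, which is not part of these data, bore out a deletion in each of the 3 carriers. The labels name no group that separates the carriers from the other offspring, so no biological explanation was tested, and the sire's irradiation cannot be weighed within 1 family.

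20mGyV5 stood apart with 84 de novo gain regions, 18 of them with 5 or more probes. A slide or dye effect is argued against by 20mGyV6 on the same slide, which lay lower by 0.69 on the log2 scale over the stretch, with both orientations of 20mGyV5 at 0.68 and 0.71. A hypothesis is that both parents carried the gain on 1 chromosome, that 20mGyV5 inherited it from both and that 20mGyV6 inherited it from neither. In each of 10 parts of the stretch 20mGyV5 lay above the highest of the other 7 mice, by at least 0.19, and 20mGyV6 stayed within 0.02 of 0. On the scale given by the loss of 20mGyV6, 3 copies against 2 would give 0.44 and 4 copies against 2 would give 0.76, beside 0.39 to 0.45 in the parents and 20mGyV1 to 20mGyV4 and 0.70 in 20mGyV5. A new gain in 20mGyV5 on top of 1 inherited gain also makes 4 copies, so the measured 0.70 cannot tell it from the inherited gain. For the 19 gain calls of 20mGyV1 to 20mGyV4, an additional whole copy of their own is argued against by the level. The called mouse lay above the mean of the parents by a median of 0.10 over the calls, where the step from 3 to 4 copies would give 0.31 and the calls of 20mGyV5 in the stretch had a median of 0.34. Scatter of probes around the threshold at the level of the shared gain stays open. Asking for a difference of 0.5 from each parent left 0 of them, but with the parents so near the threshold hardly any call could pass, and the same filter left 1 of the 84 calls of 20mGyV5.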

How the results depend on the processing

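Joining with no limit on probe positions, the gain threshold of 0.3 and the alternatives for the joined stretches were chosen after seeing the data. Of the comparisons of a main result with an alternative, 63 kept their value within the spread, or within 1.5 times for a count, and 50 did not. The log2 levels of the named regions, the joined stretches and the sex-linked probes kept their sign under the alternatives run for them. The order of the de novo counts did not always hold. Gains outnumbered losses in the reported counts of all regions (103 and 31), but not among those with 5 or more probes (18 and 22). For all regions, losses outnumbered gains with directly adjacent probes (138 and 83) and with a difference of 0.5 from each parent (38 and 1). At an unadjusted p below 0.05, limma gave more lower than higher probes with both parents (13504 and 5756) and fewer without the dam (46500 and 53122) or without the sire (150904 and 152039). For the moved counts below the cause was not tested, except where the construction shows it. The stretches remained losses in the 3 carriers throughout, with levels between -0.76 and -0.60 in 20mGyV6, between -0.76 and -0.68 in 20mGyV1 and between -0.77 and -0.64 in 20mGyV4. Of 40 comparisons of a named region with an alternative, 30 moved by less than 1 SD of the other mice, and the 10 that moved were all under normexp correction, which brought them nearer to 0. Of the comparisons of a joined stretch, 55 moved by less than that and 9 by more.

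The threshold of 0.8 gave 70 de novo loss regions and 2 parent-private loss regions. The threshold of 0.4 gave 14 de novo loss regions and 3 de novo gain regions with 5 or more probes, 44 parent-private loss regions and 100 loss regions against the reference. The threshold of 0.3 gave 34 de novo gain regions, 0 of them with 5 or more probes. With the mean of both orientations there were 11 loss regions with 5 or more probes, 54 gain regions, 0 gain regions with 5 or more probes and 20 parent-private loss regions. Directly adjacent probes gave 138 loss regions, 58 with 5 or more probes, and 4 gain regions with 5 or more probes. With no limit on probe positions there were 12 loss regions, 3 with 5 or more probes, and 15 gain regions, 8 with 5 or more probes. Asking for a difference of 0.5 from each parent left 1 gain region and 0 with 5 or more probes.

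Normexp correction gave 62 loss regions, 38 with 5 or more probes, and 0 parent-private loss regions, and the series value table gave 2 parent-private loss regions. Under normexp the median log2 ratio of the X probes was 0.038 in the sire, 0.84 in the dam, 0.75 in 20mGyV5 and 0.73 in 20mGyV6. That of the Y probes was -1.24 in the dam, -1.24 in 20mGyV4, -1.10 in 20mGyV5 and -1.17 in 20mGyV6. Joining within 50000 bp, no centring and the filter on probes well above background kept the total counts of de novo regions within 1.5 times. Among the counts per offspring, no centring moved the de novo gain regions of 20mGyV3 from 2 to 1. The transmission share was 50% under each alternative that was run for it.

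Without the sire or without the dam, the de novo loss regions numbered 31 and 48, with 22 and 25 of 5 or more probes, and the de novo gain regions 218 and 165, with 63 and 50 of 5 or more probes. The probe test depended on which parents were in the fit. Without the sire it called 33756 probes lower and 31433 higher, and without the dam 668 lower and 59 higher. Without the sire the fit sets each offspring against the dam alone and takes no spread from between the parents. The dam's ratios also spread most over probes (SD 0.218). Both hold in the fit of every offspring, whereas most of the calls without the sire were in 20mGyV2. They therefore leave the unevenness between offspring unexplained. The slide as a random block gave 728 lower and 7 higher. Its estimated correlation was negative in each fit (-0.71 to -0.39), so these counts do not remove a shared slide effect. The other 7 mice as 1 group gave 619 lower and 2 higher. The orientation with the mouse in Cy5 gave 194 lower and 1 higher, and that with the mouse in Cy3 gave 108 lower and 3 higher. A minimum change of 0.5 left 353, since each called probe had already changed by more.

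The correction for GC content was not run. No paired analysis was possible because the groups share a single replicate number and each offspring is its own comparison. Signal over background limited little, as 161742 of 164677 probes were well above background in both channels of all 16 arrays.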

Other observations

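The tests on the dam's private gain calls were written before their results were seen, and the other tests in this part were chosen after the result was seen.

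The chromosome 3 loss of the dam, 20mGyV4, 20mGyV5 and 20mGyV6 may not be an autosomal loss. The loss of 1 of 2 autosomal copies is argued against by the level, which in the weakest of these mice was -1.76 where the de novo losses gave about -0.76. The loss of both copies, inherited from both parents, is argued against by the sire, at 0.023. A candidate explanation is a sequence with further copies on the Y of the male reference. In GRCm38, chromosome 3 has 4 dense windows with Y matches out of 15404, all in 1 run from 25520001 to 25560000, with 7.61 matches on Y per matching tile. That many Y copies in the reference would give -1.71 on the scale of the 20mGyV6 loss, close to the levels of -1.86 to -1.76 measured here. Without that scale they would give -2.26, lower than the measured levels. Whether a scale taken from the loss of 1 copy holds at such a large ratio was not tested. The run lies in an intron of Nlgn1 on GRCm38, apart from the annotated rRNA gene Gm24250 within it, and its position was not converted to mm9. Under this hypothesis the 50% share would follow the sex of the offspring and not the transmission of an autosomal change.

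The 2-probe loss calls of 20mGyV4, 20mGyV5 and 20mGyV6 also lay in the mice with low Y probes, since the sire and 20mGyV1 to 20mGyV3 stayed between -0.14 and 0.12 at these positions. Further Y copies as the whole explanation are argued against by the dam. At each of their 3 positions the dam lay above the highest of these offspring, by at least 0.47, where mice without Y copies would be equally low. Some of these probes are dim (the lowest at the 4.48th percentile of reference signal), where the dam's arrays read high, and Y copies together with such a bias in the dam were not tested. No biological explanation was tested.

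The dam had 120 private gain regions, and 0 of them held 5 or more probes. Outside the stretches on chromosomes 4 and 8, its gain regions not called in the sire numbered 114 on 18 chromosomes. The offspring carried them in 2 of 684 tests (0.292%), but the threshold misses many gains of 1 copy, so this share alone says little. Inherited gains of 1 copy are argued against by the levels. Set against 200 probes of like reference signal, the 6 offspring averaged -0.016 ± 0.064 over these regions (SD between offspring, n = 6), the highest being 0.093 in 20mGyV4, where carrying about 50% of them would give 0.22. A signal-dependent bias in the dam's measurements is a candidate explanation for a part of the pattern. Its arrays and its DNA cannot be told apart here. Per the study, dam tails were collected at euthanasia after weaning, and sire and F1 tails when the mice died naturally. The dam itself lay 0.42 above probes of like signal, in regions chosen for being high in it, so signal alone does not give the level. The called probes had a median reference signal, measured on the arrays of the other mice, at the 3.78th percentile of all autosomal probes. The log2 ratio of the dam fell with reference signal across probes in both orientations, with r = -0.60 in Cy3 and r = -0.30 in Cy5. The trend was not removed and the calls were not recounted, so its effect on the comparisons of the offspring with the dam was not tested.

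On chromosome 8 from 102191963 to 102202777, the mean log2 ratio was 0.40 in the dam, 0.39 in 20mGyV4, 0.34 in 20mGyV5 and 0.38 in 20mGyV6, and 0.07 in the sire, 0.04 in 20mGyV1, 0.04 in 20mGyV2 and 0.00 in 20mGyV3. These are the mice with high X probes. Further copies on X may be a source, but 0 windows of GRCm38 chromosome 8 were dense in X matches. An inherited gain from the dam predicts the same levels, and these cannot be told apart with 6 offspring.

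The deposited value table may contain a position-dependent correction on some arrays. On the 7 arrays where it differed from the scanner values by more than a constant, the differences of neighbouring probes correlated with r of at least 0.97. These arrays were the dam in Cy3 and both orientations of 20mGyV4, 20mGyV5 and 20mGyV6. The dam in Cy5 showed a similar correlation of 0.93 at a smaller size (SD 0.0034). On the other 8 arrays the correlation was at most 0.011. The difference was small, with an SD of 0.036 to 0.048, and the table gave 29 de novo loss regions where the scanner values gave 31. The dam, 20mGyV4, 20mGyV5 and 20mGyV6 were the mice with high X and low Y log2 ratios. Why their arrays were treated differently was not tested.

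The 3 carriers had nearly the same level, within 0.011 of one another, beside an SD between the other mice of 0.011 to 0.019 over the stretches. This held for the reported processing and not under normexp correction, which gave -0.60 in 20mGyV6, -0.68 in 20mGyV1 and -0.64 in 20mGyV4.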
